A study of Rattus norvegicus with 8 samples.

How the data were processed

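DNA methylation was measured by reduced representation bisulfite sequencing (RRBS) in 8 libraries from male Sprague Dawley rats, 4 from hippocampus and 4 from hypothalamus. All 8 came from animals given a diet with docosahexaenoic acid (DHA, an omega-3 fatty acid) for 6 weeks from an age of 2 months, per the labels. The study also had a chow-fed group, which was not analysed here, so tissue was the only contrast. RRBS cuts genomic DNA with MspI, an enzyme whose sites contain a CpG, and sequences the short fragments, which samples CpG-rich parts of the genome at high depth. Bisulfite turns unmethylated cytosine into uracil, read as T, and leaves methylated cytosine as C. MspI digestion, ligation of barcoded adapters, selection of fragments of 150 to 300 bases, bisulfite treatment and sequencing on an Illumina HiSeq instrument are given per the labels' protocols. The aligner, the methylation caller, read trimming, the handling of duplicate reads and the genome build are not given in the sources used here.

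The authors deposited, for each library, 2 counts for every listed cytosine of either strand: methylated calls and all calls. The deposited fraction beside them was the ratio of these counts and was not used for tests. Every listed position had at least 10 calls, and the deepest had between 7970 and 8022 calls in each library. So similar a maximum in libraries of different depth leaves open that depth was limited before deposit, and totals are of listed calls. A floor of 10 calls had therefore been applied before deposit, as the values show, and positions of lower depth were not analysed here. Because duplicate reads were not described, calls at a position need not come from independent molecules, and confidence intervals cover counting error only.

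The sequence context (CG, CHG or CHH, where H is A, C or T) was taken from the deposited context column. On 13 chromosomes the highest position lay beyond the last gene end of the rat gene table at hand (assembly GRCr8). On chromosome 1 the values were 290084088 and 270492571. The table was therefore not used, coordinates are as deposited, and no gene or feature is named. A planned test of brain-region patterning genes needs an annotation of the same build and was not run.

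The methylation level of a library was methylated calls over all calls, summed over the positions listed in all 8 libraries: 846275 in CG, 1498206 in CHG and 3963049 in CHH context. Levels were compared with two-sided exact permutation tests over all 70 assignments of 4 and 4 libraries, whose smallest p is 0.0286, and adjusted by the Benjamini-Hochberg method over 3 contexts or, for CHH dinucleotides, over 5 comparisons. Calls on both strands of a CpG were added to give 1 value per CpG dyad, where both strands were listed. Otherwise the calls of the listed strand gave the value. In this way 772179 dyads had at least 10 calls in every library. By library, both strands were listed for 11.0% (hypothalamus 3) to 17.6% (hypothalamus 2) of dyads, so most values rest on 1 strand.

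Each dyad with a mean level of 5% to 95% over the 8 libraries was tested with a quasi-binomial logistic model of methylated and unmethylated counts with tissue as the only term, which treats the 8 libraries as independent. The Pearson dispersion was moderated with limma's squeezeVar, with a trend on the information of the dyad, and was not allowed below 1. An F test was followed by Benjamini-Hochberg adjustment over all tested dyads. A dyad was called at an adjusted p under 0.05 and a difference of at least 10 percentage points between the means of the 4 and 4 library levels. The same test was run on counts summed over fixed 1000-base tiles with at least 3 dyads. Differences are given as hypothalamus minus hippocampus, with the standard error from the 2 standard deviations. The sites named in the text follow a rule fixed before the data were examined: among called features with no overlap between the tissues, the 5 tiles and the 3 dyads of largest difference in each direction. The test design and the list of alternatives were also fixed before the data were examined, except where a choice is said to have been made later.

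The test was tried on simulated data with the real coverage, levels and median dispersion. All simulated dyads had 1 dispersion (1.28), as had all simulated tiles (2.15), and only features of middle mean level were changed. Because dispersion did not vary, the trial could not judge whether sharing it across features holds for the real data. With 200 of 433557 dyads changed by 15, 25 or 40 points, it recovered 114 of them (57%), with 10.4%, 64.2% and 97.0% recovered at the 3 sizes, and 2.56% of its calls were false. With 200 of 75495 tiles changed, it recovered 180 (90%), and 3.23% of its calls were false. With so few dyads changed, dyad calls were far from complete for differences of 15 points, and this rate need not hold for the real comparison. There, 3954 of 9559 tested dyads with an observed difference of 14 to 16 points were called, and 815 of 2556 at -16 to -14 points. These shares are at an observed difference over all tested levels, and the simulated ones are at a true change. They are unlike measures and cannot be set against each other.

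Similarity of libraries was the Pearson correlation of levels across the 772179 dyads, and the mean within-tissue minus the mean between-tissue correlation was set against all 35 splits of the libraries into 4 and 4. This comparison and the one of CHH dinucleotides were added after the data were seen. Dyads are not independent replicates, so only the split of libraries is tested. Replicates were compared pair by pair: the mean chi-square per dyad was 1.32 to 1.79 over the 12 pairs within a tissue. Sampling noise alone gives about 1, so no library held the same counts as another of its tissue. A second library of the same DNA is not excluded by this measure, because calls need not come from independent molecules. The genotype-like dyads in the results bear on that question.

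Alternatives were a minimum of 20 calls, leaving out the 0.1% of highest coverage, the unweighted mean of position levels, all positions of each library, no filter on the mean level, other minimum differences, thinning to 10 calls per dyad, the dispersion of each feature alone, edgeR's quasi-likelihood test, limma on logit levels with 0.5 added to each count, Fisher's exact test on pooled counts, single cytosines, tiles of 500 bases, tiles with 1 dyad, leaving out each library, and the replicate number as a block. Subsets and terms that follow the share of unconverted calls or the animals were added later. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0 was used with R 4.3.3, limma 3.58.1 and edgeR 4.0.16.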

Results

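RRBS profiles were collected from hippocampus and hypothalamus of DHA-fed rats, with 4 libraries per tissue. The listed cytosines held 509259699 to 625653602 calls in the hippocampus libraries. In hypothalamus, libraries 1 and 2 held 467623585 and 572801479 calls and libraries 3 and 4 held 178178404 and 259930295. Median coverage per cytosine was 41 to 49 in hippocampus and 39, 42, 19 and 27 in hypothalamus 1 to 4. The number of listed positions ranged from 8239471 in hypothalamus 3 to 11623963 in hypothalamus 2. Over the CpG dyads shared by all libraries the median coverage was 70, 64, 70 and 79 calls in hippocampus 1 to 4 and 57, 71, 22 and 34 calls in hypothalamus 1 to 4, so single-dyad levels were least precise in hypothalamus 3.

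The labels name no animals, so libraries were compared at dyads that vary as a genotype would. At 393 dyads whose levels fell into low, middle and high classes, the class agreed at 99.0% of dyads between the replicate 1 libraries of both tissues and at 98.0% between the replicate 4 libraries. The other 26 pairs of libraries agreed at 27.2% to 38.7% of them, so the tests between tissues, which assume independent libraries, included pairs with nearly identical classes. Class limits for this measure were set after the data were seen.

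Whether the tissues differ in their average methylation was tested on the level of each library. At shared CG positions the level was 47.4% ± 0.702 (SD, n = 4) in hippocampus and 47.9% ± 2.18 (SD, n = 4) in hypothalamus. The difference of 0.454 percentage points was smaller than the spread between replicates (two-sided exact permutation test, p = 0.714, Benjamini-Hochberg adjusted p = 0.714). CHG positions had a level of 1.89% ± 1.24 in hippocampus and 1.26% ± 0.506 in hypothalamus (SD, n = 4 each), a difference of -0.630 points (exact permutation p = 0.371, Benjamini-Hochberg adjusted p = 0.686). For CHH positions the levels were 1.94% ± 1.12 and 1.47% ± 0.540 (SD, n = 4 each), a difference of -0.464 points (exact permutation p = 0.457, Benjamini-Hochberg adjusted p = 0.686). Neither non-CG difference passed the test. The CHG difference was smaller than the SD in hippocampus but larger than that in hypothalamus, and the CHH difference was smaller than both. The alternative that moved the CG difference most was leaving out hypothalamus 2, which gave 1.48 points (exact permutation p = 0.0857, where 3 against 4 libraries allow 0.0286). Leaving out hypothalamus 4 changed its sign, to -0.200 points.

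**Figure D1:**
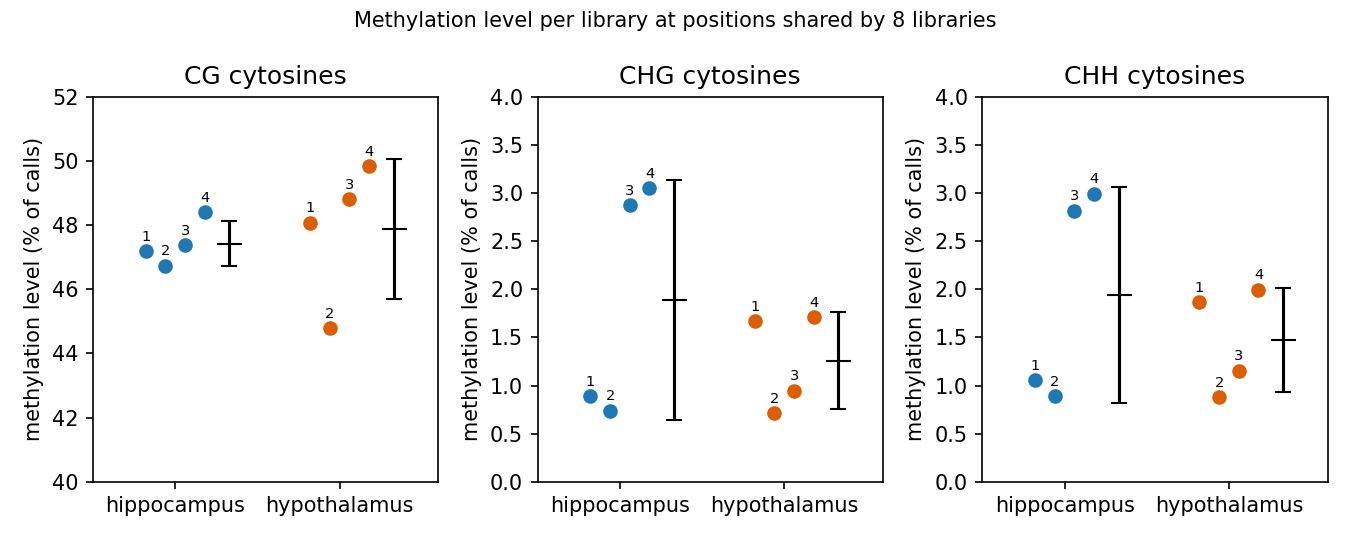
Methylation level of each library as a percentage of calls at the positions shared by 8 libraries, in CG, CHG and CHH context, with a different vertical range for CG. Points are libraries labelled by replicate number, and bars give the mean ± SD of 4 libraries. The tissues overlap in every context, and hippocampus 3 and 4 have the highest CHG and CHH levels.

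The spread in non-CG levels was as large within a tissue as between them. At CHH cytosines followed by C, the level was 0.370%, 0.332%, 1.76% and 1.85% in hippocampus 1 to 4 and 1.0%, 0.310%, 0.412% and 1.01% in hypothalamus 1 to 4, a 5.98-fold range. At CHH cytosines followed by A, the context with the highest non-CG methylation, the level was 3.32% ± 1.61 in hippocampus and 2.58% ± 0.670 in hypothalamus (SD, n = 4 each). The difference of -0.733 points was smaller than the SD in hippocampus, larger than that in hypothalamus and did not pass the test (two-sided exact permutation p = 0.429, Benjamini-Hochberg adjusted p = 0.571 over 5 comparisons). With each library's level at CHH cytosines followed by C subtracted, it was -0.340 points (exact permutation p = 0.457). Because libraries 1 and 2 of hippocampus and 2 and 3 of hypothalamus had lower levels at CHH cytosines followed by C than the other 4, the CG comparison was repeated within each set. The CG difference was -0.164 points in the 4 libraries with lower levels and 1.07 points in the 4 with higher levels, with 2 libraries of each tissue in each, where the exact permutation test cannot go below 0.333.

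Libraries of one tissue were more alike than libraries of different tissues. Across 772179 dyads the correlation of levels was 0.984 to 0.986 within hippocampus, 0.970 to 0.982 within hypothalamus and 0.964 to 0.978 between the tissues. The mean within minus the mean between was 0.00945, and the real split gave the largest value of the 35 splits (exact permutation p = 0.0286, the smallest the design allows). That p treats the 8 libraries as independent, although the pairs of replicates 1 and 4 had nearly identical classes. Among the 12 splits that part both of these pairs the real split was again the largest, where the next was 0.00262 and the share cannot go below 0.0833. The largest change came from using only dyads with a mean level of 5% to 95%, where the value was 0.0322.

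The tissues were then compared dyad by dyad. Of 433557 tested dyads, 42487 (9.80%) were called as differentially methylated at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 10 points. Among the called dyads, 37138 (87.4%, 95% Wilson interval 87.1% to 87.7%) had the higher level in hypothalamus and 5349 in hippocampus. The interval treats dyads as independent, which neighbouring dyads are not. The median difference was 20.1 points among dyads higher in hypothalamus and -17 points among those higher in hippocampus. A difference of at least 20 points was seen at 20284 called dyads and one of at least 40 points at 627. The 4 libraries of one tissue all lay above the 4 of the other at 35641 called dyads (83.9%) and at 14.4% of all tested dyads, where chance gives 2.86%. Over all tested dyads the median difference was 1.39 points, and 59.4% were higher in hypothalamus. The dyad count depended on how the spread was estimated: with the dispersion of each dyad alone, none passed (lowest adjusted p 0.0821, quasi-binomial F test with Benjamini-Hochberg adjustment), although 70120 dyads had an unadjusted p under 0.05. edgeR's quasi-likelihood test called 35502 dyads and limma on logit levels called 28721.

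**Figure D2:**
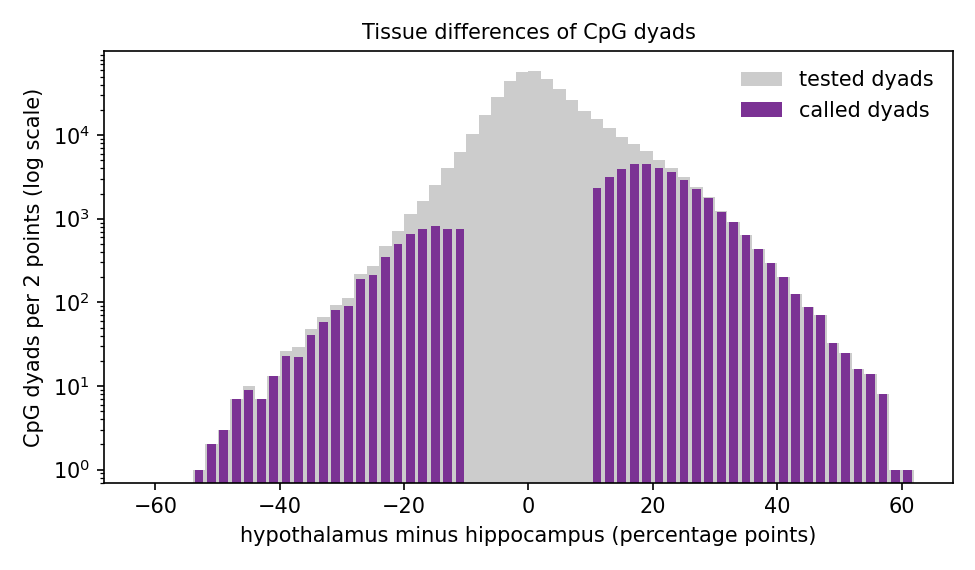
Number of CpG dyads by difference in methylation level, hypothalamus minus hippocampus, in bins of 2 percentage points with a log vertical axis. Grey bars are the 433557 tested dyads and purple bars the 42487 called ones, which extend further and are more numerous on the hypothalamus-higher side (37138 against 5349).

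The 3 dyads with the largest gain in hypothalamus lay on chromosomes 3, 2 and 1 (positions as deposited, build not given in the sources used here). The dyad at 182769142 to 182769143 on chromosome 3 had a level of 23.8% ± 5.79 in hippocampus and 84.1% ± 3.73 in hypothalamus (SD, n = 4 each; 13 to 123 calls per library), a difference of 60.3 points. The quasi-binomial F test with limma-moderated dispersion gave a Benjamini-Hochberg adjusted p of 4.11e-07. The dyad at 279142620 to 279142621 on chromosome 2 rose by 58.2 points and the one at 93658813 to 93658814 on chromosome 1 by 57.9 points, with 21 to 99 and 22 to 93 calls per library.

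Of the 3 dyads with the largest difference toward hippocampus, the one at 251303407 to 251303408 on chromosome 2 had 66.2% ± 9.84 in hippocampus and 14.6% ± 10 in hypothalamus (SD, n = 4 each; 11 to 58 calls), a difference of -51.7 points. The dyad at 100056604 to 100056605 on chromosome 1 had 74.2% ± 28.5 and 22% ± 19.6, and the dyad at 99855794 to 99855795 on the same chromosome had 72.8% ± 27.4 and 21.3% ± 24.0 (SD, n = 4 each; 12 to 58 and 18 to 90 calls). For these 2 dyads the difference rested on replicates 2 and 3, where its mean was -92.7 and -95.7 points. In replicates 1 and 4, whose libraries agreed across tissues at the genotype-like dyads, its mean was -11.6 and -7.39 points.

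The same comparison was made on 1000-base tiles, which sum the counts of at least 3 dyads. Of 75495 tested tiles, 8860 (11.7%) were called, with 7914 (89.3%) higher in hypothalamus and 946 higher in hippocampus. Of all tested tiles, called or not, 60.9% were higher in hypothalamus, with a median difference of 0.989 points. The median difference was 15.8 points among called tiles higher in hypothalamus and -13.5 points among those higher in hippocampus. The libraries of the tissues did not overlap at 7870 called tiles (88.8%) and at 19.9% of all tested tiles, where chance gives 2.86%. The alternative with the fewest tile calls was a minimum difference of 20 points, which left 2183. With the dispersion of each tile alone the count was 5099.

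The tile with the largest difference, at 93658001 to 93659000 on chromosome 1, holds 5 dyads, 1 of them the dyad at 93658813. Its level was 31.9% ± 7.30 in hippocampus and 88.4% ± 2.19 in hypothalamus (SD, n = 4 each; 115 to 482 calls per library), a difference of 56.5 points with a standard error of 3.81 (limma-moderated quasi-binomial F test, Benjamini-Hochberg adjusted p = 2.03e-06). Next came the tiles starting at 32071001 on chromosome 7, 182769001 on chromosome 3, 36157001 on chromosome 7 and 190780001 on chromosome 1, with differences of 49.5, 49.2, 49.0 and 48.3 points. In these 4 tiles the hippocampus means were 30.8% to 33.4% and the hypothalamus means 79.5% to 82.9%, with 78 to 1544 calls per library. In all 5 tiles the 4 hypothalamus libraries lay above the 4 hippocampus libraries.

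In the other direction the largest difference was in the tile at 251303001 to 251304000 on chromosome 2, with 62.3% ± 9.53 in hippocampus and 17% ± 3.16 in hypothalamus (SD, n = 4 each; 55 to 289 calls per library). Its difference was -45.2 points with a standard error of 5.02 (limma-moderated quasi-binomial F test, Benjamini-Hochberg adjusted p = 1.07e-05), and it contains the dyad at 251303407. The tile starting at 21889001 on chromosome 20 differed by -40.9 points and the tile starting at 121004001 on chromosome 7 by -39.2 points. A pair of adjacent tiles on chromosome 3, starting at 102317001 and 102318001, differed by -40.2 and -37.2 points, with 4 and 8 dyads. The shallowest library had 36 to 278 calls in these 4 tiles.

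**Figure D3:**
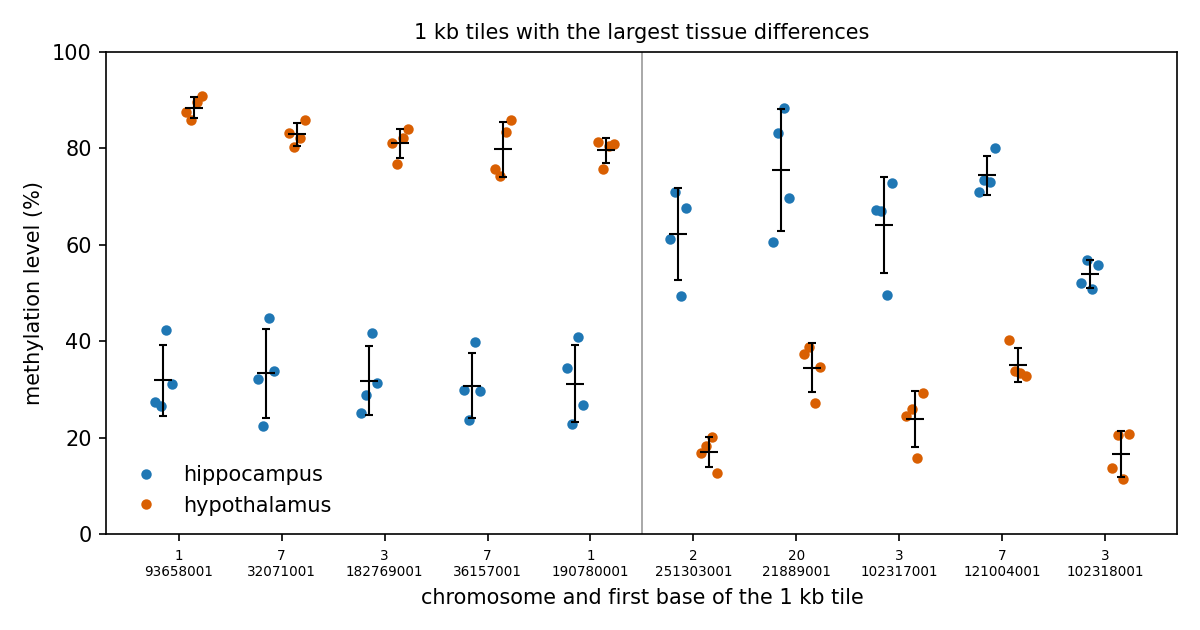
Methylation level in percent of each library at the 10 tiles with the largest differences, 5 in each direction, named by chromosome and first base. Blue points are hippocampus and orange points hypothalamus libraries, with bars at the mean ± SD of 4. In each tile the points of the tissues do not overlap, and the tile on chromosome 1 starting at 93658001 shows the widest gap (56.5 points).

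The share of tested tiles called was 10.7% on chromosome 13 to 13.9% on chromosome 12 over the 20 autosomes. On chromosome X it was 5.86% (56 of 956 tiles).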

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

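The tests in this part were chosen after the results were seen.

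At 2 of the named tiles, 1 hypothalamus library lay far from the other 3 relative to the range of the 4. In the tile starting at 190780001 on chromosome 1, hypothalamus 2 had a level of 75.6% and the others 80.4% to 81.3%. Among 56 groups of 4 values tested in this way, 2 passed the limit, where about 1 group in 20, here 2.8, does so by chance. The gap to the other 3 pooled was -5.29 points, beyond the counting error of that difference for a single comparison (3.30 points, from the Wilson half-widths of both levels). That error treats all calls as independent, which calls of several dyads on the same read are not, so it is a lower limit. The moderated dispersion of this tile was 12.2, where counting alone gives about 1. The gap to the nearest library, -4.78 points, lay within its counting error (5.29 points). For the pooled gap a single deviating dyad is argued against, as 5 of the 11 dyads lay beyond the other libraries, although neighbouring dyads are not independent. With any 1 left out, the pooled gap stayed at -4.38 points or wider, with a counting error of 3.47 points. The gap to the nearest library then narrowed to as little as -3.00 points, within its counting error of 5.66 points. Incomplete conversion is argued against, as the highest share of unconverted calls in any library can move the level by 0.451 points at most. As the library was picked as the farthest among many groups, chance is not excluded. A difference between animals was not tested and stays open. All 4 hypothalamus libraries remained far above the hippocampus mean of 31.3%.

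In the tile starting at 121004001 on chromosome 7, hypothalamus 1 had a level of 40.3% and the others 32.9% to 33.9%. The gap of 6.74 points to the other 3 pooled lay within the counting error of the difference (7.63 points), with 221 calls in hypothalamus 1. In 2 of the 3 dyads hypothalamus 1 lay beyond the other libraries, and leaving out 1 dyad narrowed the gap to as little as 4.16 points, with a counting error of 8.68 points. Unconverted calls can raise the level here by 1.24 points at most, less than the gap, which argues against incomplete conversion. A single deviating dyad and counting error cannot be told apart in this tile, because the calls are too few. No biological explanation was tested for this library.

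Methylated calls also appeared at positions whose sequence context the deposited values leave undefined, which no comparison used. In hippocampus 4 their level was 2.31% (4 of 173 calls at 4 positions, 95% Wilson interval 0.903% to 5.79%), above the 1.73% that a count of 0 allows. The interval holds the CHH level of the same library, 2.99%, so these calls are consistent with unconverted or non-CG cytosines like those elsewhere in hippocampus 4. Biological non-CG methylation at these positions was not tested and stays open.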

How the results depend on the processing

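Alternatives that follow unconverted calls or animals, and all alternatives for similarity and for CHH cytosines followed by A, were chosen after seeing the data. The planned minimum of 5 calls gave no value, because no listed position has under 10 calls, and the patterning-gene alternatives were not run.

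No difference in average level was past the threshold in any alternative, but the sign-flip test of the block and the exact tests of 2 against 2 libraries could not pass it. The CG difference reversed in 2 of 16 alternatives. It was -0.200 points without hypothalamus 4 and -0.164 in the 4 libraries with fewer unconverted calls. Both sets hold hypothalamus 2, whose CG level was 44.8% of calls but 48.6% as the unweighted mean of position levels. By that mean, hypothalamus 2 and 3 (48.6% and 49.0%) lay above hippocampus 1 and 2 (47.8% and 47.1%). The reversal in the libraries with fewer unconverted calls thus depended on weighting by calls. Why the 2 measures part in hypothalamus 2 was not tested. Over all 8 libraries, the CG difference by the unweighted mean was 1.31 points (exact permutation p = 0.171). Weighted by calls and without 1 library, the CG difference ranged from -0.200 to 1.48 points. CHG ranged from -1.01 to -0.243, CHH from -0.813 to -0.113 and CHH cytosines followed by A from -1.25 to -0.224. The within-minus-between correlation stayed positive in all 11 alternatives, 0.00690 to 0.0117 without 1 library.

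Against 42487 dyads, 24863 were called with a minimum of 20 calls (219159 tested), 20284 at 20 points, 578 after thinning to 10 calls, 65583 by Fisher's exact test, which ignores replicates, 9945 from replicates 2 and 3, and 12722 and 23134 in the 4 libraries with the higher and the lower share of unconverted calls. These subsets have 4 libraries each. With the dispersion of each dyad alone 0 were called (70120 at unadjusted p under 0.05). With a replicate block in replicates 1 and 4 only, 0 were called (50871 at unadjusted p under 0.05) with 1 residual degree of freedom; no other tool was run on this subset. Without 1 library the count was 30727 to 45205. Against 8860 tiles, the counts were 4851 with a minimum of 20 calls, 2183 at 20 points, 5520 after thinning, 5099 with the dispersion of each tile alone, 2450 from replicates 2 and 3, 9921 (92.0% higher in hypothalamus) with a replicate block in replicates 1 and 4 only, 4890 and 6896 with more and fewer unconverted calls, and 7513 to 9575 without 1 library. Depth thus limits dyads more than tiles: after thinning, 578 dyads were called beside 42487, and 5520 tiles beside 8860.

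The share of called dyads higher in hypothalamus was at least 79.9% wherever dyads were called: 86.8% with a minimum of 20 calls, 88.9% without the filter on the mean level, 92.1% at 20 points, 85.8% with no minimum difference, 95.8% after thinning, 89.0% by edgeR, 89.4% by limma, 83.4% by Fisher's exact test, 79.9% from replicates 2 and 3, 88.8% and 82.9% in the libraries with more and fewer unconverted calls, and 84.0% to 90.8% without 1 library.

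The replicate number as a block gave 51912 dyads (86.9% higher in hypothalamus) and 9789 tiles, and left the level differences at 0.454, -0.630 and -0.464 points with sign-flip p of 0.625, 0.375 and 0.375 (exact, smallest possible 0.125). Deviations of same-numbered libraries from their tissue means correlated at 0.186, 0.0485, 0.0614 and 0.172 for numbers 1 to 4. Between tissues, libraries of different number correlated at -0.147 to 0.0191, below all 4 of these values. This measure alone does not show which numbers share an animal. By the genotype-like dyads only numbers 1 and 4 matched across tissues. Whether numbers 2 and 3 share another factor was not tested.

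For the 16 named sites, 387 of 402 alternative values kept their call, 15 lost it and 0 changed direction. Of the 15, 6 were the dyads with their own dispersion, 6 the dyads in replicates 1 and 4 alone, 2 in the libraries with more unconverted calls and 1 after thinning. Of 416 values, 14 were not obtained: 4 dyads and 5 tiles with a minimum of 20 reads, 3 tiles with tiles of 500 bases and 2 dyads with single cytosines. Sites were looked up by their first base. For tiles of 500 bases and single cytosines, only the first 500 bases of a tile and the first base of a dyad were therefore tried. The limits on the size of the difference could not remove these sites, as the smallest of their differences by size was -37.2 points.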

Other observations

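Tests in this part were chosen after the results were seen, except those of a small shift of all dyads, of calls on the same reads and of depth on chromosome X.

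Sequence differences between animals leave dyads that are near 0%, near 50% or near 100% methylated by genotype. At 393 such dyads the replicate 1 libraries of both tissues agreed at 99.0% and the replicate 4 libraries at 97.96%, with 0 opposite classes in either pair, which is consistent with each of these numbers being 1 animal. A single DNA sample used for both tissues is argued against: dyads called from replicates 2 and 3 differed in the same direction by a median of 20 points within pair 1 and 20.9 points within pair 4. The replicate 2 and replicate 3 libraries agreed across tissues at no more than 38.7%, as libraries with different numbers did, and with numbers 2 and 3 crossed at no more than 37.7%. The 8 libraries thus look like 6 animals, and whether numbers 2 and 3 were drawn from different rats by design or mislabelled stays open.

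The levels at CHH cytosines followed by C differed 5.98-fold between libraries and split them across the tissues. In the 4 libraries with more of these calls, 229852 CpG dyads with a mean level under 3% had 1.96% methylated calls against 0.534% in the other 4, a difference of 1.42 points, and 47 mitochondrial CHH positions had 2.05% against 0.304%. Both are what incomplete bisulfite conversion would leave and suggest it as a candidate cause. With the level at CHH cytosines followed by C subtracted and the rest divided by the converted share, CHH cytosines followed by A still differed by 0.918 points between these sets (2.55% against 1.63%), so an equal share of unconverted calls everywhere would not explain them. Whether the rest is brain CA methylation that differs between samples or conversion that depends on sequence was not tested. Any comparison of non-CG methylation between these tissues rests on this background.

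Chance is an unlikely source of the dyad and tile calls if the libraries are taken as independent. Of the 35 splits of the 8 libraries, 1, the real one, gave as many dyads (42487), and 1 of 35 gave as many tiles (8860). The next highest split gave 406 dyads and 7 tiles. Of the 12 splits that part both of the alike pairs, the next highest gave 0 dyads and 0 tiles, but with so few splits the share cannot go below 0.0833. The split that follows the unconverted calls gave 0 of each.

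The excess of dyads higher in hypothalamus, 87.4% of calls beside a median shift of 1.39 points over all tested dyads, was set against 4 technical causes. In the 4 libraries with fewer unconverted calls, which differed little in them (0.310% to 0.412% at CHH cytosines followed by C), the share was 82.9%, which speaks against incomplete conversion. With every dyad thinned to 10 calls per library, the share among called tiles was 90.1%, which speaks against the lower depth of hypothalamus 3 and 4. The lowest share without 1 library was 84.0%, without hypothalamus 4. After subtraction of the median difference 40950 dyads stayed called, 86.9% of them higher in hypothalamus. The subtraction dropped calls higher in hypothalamus but added none higher in hippocampus. The share could therefore move little, and a small shift of all dyads is not decided by it. None of the other tests brought the share near an even split. A difference between the tissues in cell composition or in methylation within cells may underlie the excess. That hypothesis was not tested.

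Sequence variants do not account for the calls as a whole, but they may account for part of them, more so among those higher in hippocampus. Of dyads called from replicates 2 and 3 alone, the 7944 higher in hypothalamus had that direction in both same-animal pairs, 1 and 4, in 91.5% of cases, against 41.0% of tested dyads. For the 2001 higher in hippocampus the share was 58.2%, against 19.6%. Why the others did not repeat, whether by variants or by noise in single pairs, was not tested. Called dyads with a range of at least 50 points within a tissue were more common on the hippocampus-higher side (2.26% against 0.420%). At the dyads of chromosome 1 at 100056604 and 99855794, the tissues differed by a mean of -92.7 and -95.7 points in replicates 2 and 3 and by a mean of -11.6 and -7.39 points in the same-animal pairs. The widest of the latter was -20.7 points, in pair 1 at 100056604. Levels near 100%, near 50% and near 0% in different animals are consistent with a variant at each of these CpGs.

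Called dyads lay close to other called dyads. In pairs of a called dyad and a tested neighbour, the neighbour was called in 62.7% of pairs at 1 to 50 bases and 46.0% at 51 to 300 bases. Of all tested dyads, 9.80% were called. A dyad can be in many pairs, so regions dense in calls weigh more in the shares of pairs. Beyond 300 bases, the longest selected fragment, and up to 1000 bases, the share was still 22.9%, and 97.3% of these pairs of calls had the same direction (78.0% expected from the shares alone). Reads that cover both dyads do not explain the shares beyond 300 bases, and a regional difference between the tissues may.

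Tiles with more than 20 dyads were called less often (4.71% of 722) than tiles with 3 to 5 (11.3%), 6 to 10 (12.8%) or 11 to 20 dyads (12%). Dense tiles had a mean level of 27.6%. Among tiles of 40% to 80% mean level and 100 to 300 calls in the shallowest library, the called share was 22.6%, 25.2% and 28.2% in the 3 sparser classes, but only 2 dense tiles met these limits. CpG density and mean level cannot be told apart for the dense tiles, because so few match.

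Chromosome X had fewer called tiles than each autosome. Among tiles of 50 to 200 calls in the shallowest library, 6.38% of 627 X tiles were called (95% Wilson interval 4.72% to 8.57%), against 11.9% of 54534 autosomal tiles (11.6% to 12.2%), so depth does not account for the difference. Mean levels in these tiles were 75.8% and 74.0%. All animals were male, per the labels, and no biological explanation was tested.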
